# Identification of a Splenic Marginal Zone Lymphoma Signature: Preliminary Findings With Diagnostic Potential

**DOI:** 10.3389/fonc.2020.00640

**Published:** 2020-05-08

**Authors:** Jacob E. Robinson, Timothy C. Greiner, Alyssa C. Bouska, Javeed Iqbal, Christine E. Cutucache

**Keywords:** SMZL, marginal zone lymphoma, signature, lymphoma, diagnostic

## Abstract

Splenic marginal zone lymphoma (SMZL) is a rare, indolent non-Hodgkin's lymphoma that affects 0. 13 per 100,000 persons annually. Overall survival of SMZL is estimated to reach 8–11 years in most cases, but up to 30% of SMZL cases develop aggressive presentations resulting in greatly diminished time of survival. SMZL presents with a very heterogeneous molecular profile, making diagnosis problematic, and accurate prognosis even less likely. The study herein has identified a potential diagnostic gene expression signature with highly specific predictive utility, coined the SMZL-specific Gene Expression Signature (SSGES). Additionally, five of the most impactful markers identified within the SSGES were selected for a five-protein panel, for further evaluation among control and SMZL patient samples. These markers included EME2, ERCC5, SETBP1, USP24, and ZBTB32. When compared with control spleen and other B-cell lymphoma subtypes, significantly higher expression was noticed in SMZL samples when stained for EME2 and USP24. Additionally, ERCC5, SETBP1, USP24, and ZBTB32 staining displayed indications of prognostic value for SMZL patients. Delineation of the SSGES offers a unique SMZL signature that could provide diagnostic utility for a malignancy that has historically been difficult to identify, and the five-marker protein panel provides additional support for such findings. These results should be further investigated and validated in subsequent molecular investigations of SMZL so it may be potentially incorporated into standard oncology practice for improving the understanding and outlook for SMZL patients.

## Introduction

Splenic marginal zone lymphoma (SMZL) comprises <2% of all lymphoid malignancies (1–5), yet remains uncurable and challenging to diagnose accurately. SMZL typically progresses indolently, with an overall survival of 8–11 years among most patients (6–8), but up to 30% of cases will advance more aggressively, with 5–10% of cases progressing to diffuse large B-cell lymphoma (DLBCL), both of which result in decreased overall survival (9–13). SMZL presents extremely heterogeneously and, as a result, a myriad of differential diagnostic assessments are utilized in an attempt to accurately identify the malignancy (13, 14). Due to inconsistencies among most evaluations, the definitive diagnosis of SMZL is typically only recognized upon review of spleen histology following a splenectomy (13); an operation that should be exercised as an absolute last resort due to the impending associated health risks (15, 16). What's more, even among cases properly diagnosed with SMZL, accurate genomic prognoses are not currently possible.

In addition to the rarity and symptomatic heterogeneity of SMZL, few molecular identifiers are consistently presented among cases. Chromosomal losses at 7q account for 25–40% of cases, and gains at 3q are seen in 10–20% of patients, and the most common genetic mutations are among NF-kB regulators (30–40%), mutations of NOTCH pathway components (20–40%), and in KLF2 (30–40%) (17–21). While these mutations provide mechanistic indications for understanding pathogenesis, they lack clear diagnostic significance due to their variation among cohorts.

These aforementioned restraints have resulted in limited availability of SMZL clinical data, and consequently, large-scale genomic analyses of SMZL has been difficult. Thus, there exists a need to properly evaluate the potential for a diagnostic panel across multiple sample cohorts. Gene expression profiling and the associated analysis of its data have provided great potential for deciphering diagnostic panels among malignancies (22–24). Many panels have been identified among malignancies, and it has been shown that these panels can potentially provide clinical utility—from diagnosis, to prognosis, to treatment design. Glas et al. (25) demonstrated the validity of a 78 probe microarray for prognostic evaluation among a subset of breast cancer patients and utilized a platform that provided test results to patients in as little as 5 days. Gene expression panels have also been utilized in an effort to differentially diagnose non-Hodgkin lymphomas in preserved samples (26). These efforts demonstrate the demand and promise for the development of gene expression panels for diseases and disease states that are difficult to assess clinically, like SMZL.

The identification of novel genetic targets also allows for the evaluation of their utility as potential treatment targets. Increasing the number of targeted treatment options would enable the reduction of splenectomy usage as the primary treatment option in SMZL patients, thus improving patient experience. Splenectomy can result in a variety of complications in patients involving susceptibility to infection, cardiovascular complications, thrombosis, and increased oncogenesis potential (27–29). As these complications have become more apparent, the decision to conduct splenectomy has begun to be reconsidered but without reliable diagnoses little can be changed (22). Hence, a gene expression panel that can be evaluated from a splenic biopsy rather than full splenectomy may point to other treatment alternatives that have shown success in SMZL patients, without the adverse splenectomy consequences (30).

Furthermore, genetic markers that can be utilized for diagnostic and prognostic use and can provide clear differentiation of SMZL cases against related malignancies and control samples, offers significant utility in an era of precision medicine (22–24). This study identified genetic markers and pathways that uniquely identify SMZL. Consequently, we report what we call the “SMZL Splenic Gene Expression Signature (SSGES)” as a gene expression panel with potential for use in SMZL diagnosis, and recommend EME2, ERCC5, ZBTB32, USP24, and SETBP1, for further investigation into their potential role in lymphomagenesis.

## Methods

### Gene Expression Data Collection and Collation

Gene expression datasets and profiles were extracted from the National Center for Biotechnology Information's Gene Expression Omnibus (GEO) database as well as from a collaborating laboratory. A description and record of all datasets obtained for this study can be found in (Supplementary Table 1). All datasets were downloaded as raw data (.CEL) and were uploaded concurrently into *BRB ArrayTools*. Additionally, samples were only selected for the gene expression classification if they were samples taken from a secondary lymphoid tissue site such as LN or Spleen, due to influence of the tumor microenvironment; consequently, any peripheral blood samples were removed. In total, 437 gene expression profiles from 13 different datasets were used for analysis in the present study, with 42 of those samples designated as SMZL.

### Data Preparation

Data were downloaded from GEO as individual datasets. In order to minimize batch effects, data were only selected if the *Affymetrix GeneChip Human Genome U133 Plus 2.0 Array* was used for the microarray platform. The. CEL files underwent MAS5.0 normalization, log2 transformation, and quantile normalization. No microarray spot filters were applied to the dataset, but the gene filter: exclude if <10% of expression data values have at least a 1.5-fold change in either direction from the gene's median value or if percent missing exceeds 60% at any gene, was applied. Replicate spots on the array were averaged and multiple probes/probe sets were reduced to one per gene symbol. This was selected by the maximally expressed probe as measured by average intensity across array, as previously described (31). Once collated, the data was labeled based on sample ID, tissue, and sample type (CSP-control spleen, DLBCL-Diffuse Large B-cell Lymphoma, EMZL-Extranodal Marginal Zone Lymphoma, FL-Follicular Lymphoma, MCL-Mantle Cell Lymphoma, NMZL-Nodal Marginal Zone Lymphoma, or SMZL). GEPs were then assigned CSP, SMZL, or tissue B-cell lymphoma (TBCL) for signature comparisons.

### Calculation and Selection of the SMZL-Specific Gene Expression Signature

Unsupervised clustering was conducted on all 437 samples using all available filtered genes. Sample type designations were assigned in order to differentiate each malignancy among this gene expression cohort. Genes were centered and scaled, and the samples were clustered by one minus correlation, based on average value, to determine linkage.

SMZL GEPs were then compared against CSP GEPs via univariate class comparison. No additional gene filters were applied, and the analysis was conducted at a significance level of 0.001. This univariate comparison was replicated between SMZL and TBCL samples.

All probes highly significantly, differentially expressed (*p* < 1e−7) in each respective class comparison were then selected for and cross compared to identify differentially expressed genes present in both datasets. Significance analysis of microarray (SAM) was then conducted on the most differentially expressed gene probes, as was recommended (32, 33). SAM was run using a target proportion of false discoveries at 0.01 and by completing 100 permutations. SMZL was first compared to CSP using the 164 genes highly differentially expressed, and the process was then repeated between SMZL and TBCL. These lists were cross-compared one final time, and 135 genes were identified to be uniquely, differentially expressed in SMZL against both, CSP and TBCL comparisons and identified as the SMZL Splenic Gene Expression Signature (SSGES) (Supplementary Table 2).

Multiple Methods prediction analysis was utilized through the *BRB Array Tools* platform. The SSGES was the designated gene list for predictive comparison. The alpha value for the multiple methods analysis was set to 0.01, and all predictive models were utilized and reported in the analysis. Functional pathway analysis was then conducted on both respective class comparisons. The functional and network analyses were generated using *Ingenuity Pathway Analysis* (34).

### Gene Expression Replication Cohort

In order to verify the predictive value of the SSGES, a replication gene expression cohort was utilized. All datasets were acquired from GEO, and all normalization, filtering, and design methodologies followed procedures of the initial test dataset. All sample information is provided in (Supplementary Table 3). Predictive analysis was also conducted as described above for the replication cohort.

### Protein Signature Extraction

For the development of a protein signature, the SSGES was condensed to the most impactful markers for evaluation in patient samples. This was completed using the total percent impact score (TPIS) in conjunction with *The Human Protein Atlas* in order to identify which markers would be optimal candidates for IHC (35).

This study proposes the calculation and implementation of a TPIS for ranking the differentially expressed markers. The TPIS for each differentially expressed gene was calculated by ranking each probe by its SAM score (achieved during the SAM analyses) through assigning the percent rank to each marker based on their score. For example, *IL7* presented the highest SAM score [*d*(*i*) = 7.852] when SMZL was compared with CSP, and so it was assigned an impact score of 1.0. *ZNF763* had the second highest SAM score [*d*(*i*) = 7.196] in the same comparison. In order to weigh each gene probe equally on its impact on total score, TPIS must be assigned based on SAM score instead of numerical order. Hence, ZNF763 had a TPIS of 0.91645, as that is equivalent to the percent rank of SAM score. This was done for all up-regulated gene probes as well as all down-regulated gene probes for SMZL vs. CSP and SMZL vs. TBCLs. The sum of these scores were then taken to identify the TPIS for both up- and down-regulated genes in the signature (Supplementary Table 2). In order to further evaluate the markers potential as protein assay candidates, the genes identified on the SSGES were then researched on *The Human Protein Atlas* for protein, spleen-specific expression in control tissues (35). Additionally, the chromosomal location of the genes was investigated and considered to evaluate if chromosomal aberrations could be responsible for the alteration in gene expression. Targets for iimmunohistochemistry (IHC) were identified by taking into account each of the aforementioned TPIS, chromosomal characteristics, and protein expression, as reported by *The Human Protein Atlas*. This resulted in identification of five key markers (ZBTB32, EME2, SETBP1, ERCC5, and USP24) that could be feasibly evaluated by IHC, based on resource and time availability.

### Immunohistochemistry Patient Samples

Tissue samples were provided by the Lymphoma Study Group at the University of Nebraska Medical Center (UNMC). Tissues were provided as either unstained slides or as paraffin embedded tissue blocks. There were 17 total samples provided, 6 SMZL, 6 control spleen, and 5 other B-cell lymphoma splenic samples [1 DLCL-C, 1 DLCL-NC, 1 FL, 2 follicular medium cell (FM)]. Full listing with available prognostic information can be found in (Supplementary Table 4). Each case was previously diagnosed by a physician then confirmed by pathologist upon removal via histology. Cases were also validated via IHC of immunophenotypic markers characteristic of SMZL (Supplementary Figure 1). This study had full approval for its completion through the institutional review board (IRB) at UNMC, and of the Fred and Pamela Buffett Cancer Center, and the Nebraska Lymphoma Study Group Tissue Bank #441-18-EP.

### Immunohistochemistry

IHC was conducted using the *Roche Diagnostics ULTRA Discovery* IHC platform housed at the UNMC Tissue Science Facility. Each slide contained 5 microns thick, paraffin embedded, sections of splenic tissue. The antibody and IHC information is provided in (Supplementary Table 5), inclusive of antibody, company of origin, catalog number, antigen retrieval time in minutes, optimized dilution, and antibody staining time in minutes. Each condition was optimized for staining 5-micron splenic sections. Optimization controls for EME2 and USP24 were conducted on kidney and liver, respectively. Hematoxylin counter-staining, dehydration, and re-application of cover slip was done using the Tissue-Tek Prisma platform.

### Scoring, Protein Comparison, and Prognostication

All slide scans were taken at 40X magnification before being analyzed using VENTANA Image Viewer. Slides were analyzed by three researchers independently. The slide order was randomized, and identifiers were blinded to eliminate researcher bias. Researchers were shown five separate screen-shots at 20X magnification for each separate slide and scored staining intensity from 1 (no staining) to 5 (diffuse, complete tissue staining) for each image. This scoring was then averaged between the three researchers for each image and staining intensity scores (SIS) were assigned to each image. The five images per sample were then averaged, and each sample was given an overall staining intensity score (OSIS). Each lymphoma diagnosis was then validated one final time by a trained pathologist prior to cohort comparison. Data comparisons between CSP, TBCL, and SMZL sample groups was done using Student's *t*-test.

## Results

### SSGES Delineation

Gene expression has been utilized as an effective technology for deciphering diagnostic and prognostic subgroups among B-cell lymphomas (23, 36). Despite previous efforts to evaluate the gene expression of SMZL cases (22, 37), definitive biomarkers have not been well-established. We analyzed 437 gene expression profiles, comparing control spleen (CSP), other secondary lymphoid organ B-cell lymphoma (TBCL), and SMZL samples. TBCL samples included diffuse large B-cell lymphoma (DLBCL, follicular lymphoma (FL), mantle cell lymphoma (MCL), nodal marginal zone lymphoma (NMZL), and extranodal marginal zone lymphoma (EMZL), for comparison.

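Expression was analysed here in 65 of these profiles, 43 of MCL, 15 of NMZL, 6 of EMZL and 1 of SMZL. Supplementary Table 1 lists 44 MCL profiles for this series, and which 1 is not among the 43 is not known. The DLBCL, FL and CSP profiles and the other SMZL profiles were not analysed here. MCL carries a translocation that raises CCND1, which encodes cyclin D1, and most cases express the transcription factor SOX11. Both genes therefore serve as a check of the labels. In MCL the log2 value of CCND1 was 9.90 ± 1.62 (SD, n = 43) and that of SOX11 was 7.91 ± 2.03 (SD, n = 43). In 38 of the 43 MCL arrays CCND1 or SOX11 lay above every array of the other types, which reached 7.35 for CCND1 and 4.65 for SOX11. The other 5 MCL arrays, kept as labelled, lay above them for neither gene, and 1 of the 38, with few B-cell transcripts, did so narrowly, by a CCND1 value of 7.38.

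The array is the Affymetrix platform named in the methods, which reads each transcript with a set of short probes near its 3′ end. The deposited values are MAS5 signals on the log2 scale that the authors quantile normalized and filtered, and they cover 16272 probe sets. For the values given here the 65 arrays were quantile normalized among themselves, the gene filter of the methods was applied again, and 14336 genes remained. Types were compared with limma, with Benjamini-Hochberg adjustment over these genes. The p-values measure the spread between these arrays, since the labels do not state which arrays come from separate donors. Before this normalization the array medians ran from 5.59 to 6.90 on the log2 scale. A group of 8 arrays, 3 of NMZL and 5 of MCL, had a low correlation with the rest, and values without them are given where they change a call. Apart from the SSGES, the medians of gene lists in the SMZL array were not computed without these 8 arrays. Comparisons of its medians with random lists were not run without them either.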

In order to evaluate whether SMZL possessed a unique genomic profile, unsupervised clustering was conducted at a significance level of 0.001, on all 437 samples across the 16,272 available genes. 

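The 28 arrays of 1 of 4 clusters were all MCL, while the marginal zone lymphomas shared clusters with each other and with MCL. The SMZL array fell into a cluster with 5 EMZL, 8 NMZL and 10 MCL arrays. A further cluster held 1 EMZL, 5 NMZL and 4 MCL arrays, 7 of them of low correlation with the rest, and the last held 2 NMZL arrays and 1 MCL array. The largest cluster of MCL held 30 MCL and 2 NMZL arrays with the deposited values, and without the arrays of low correlation 4 NMZL arrays formed a cluster of their own. The nearest array of the SMZL array was an MCL array (correlation of scaled genes 0.25), followed by an EMZL array (0.246). With the deposited values, and without the arrays of low correlation (0.294 against 0.227), the EMZL array came first. An array of the same type was the nearest one for 38 of 43 MCL, 9 of 15 NMZL and 4 of 6 EMZL arrays, and the other 6 NMZL arrays were nearest to an EMZL array.

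Clusters came from average linkage on 1 minus the Pearson correlation. The adjusted Rand index of the clusters and the types was 0.257 (permutation test with 100000 relabellings, p = 1e-05, the smallest they can give). By the same test it was 0.114 with 2 clusters (p = 0.065), 0.231 with 3 (p = 2e-05) and 0.15 with 6 (p = 2e-05). With complete linkage it was 0.127 (p = 0.00052), and without the arrays of low correlation 0.138 (p = 0.0023). With 1 SMZL array, whether SMZL cases group together cannot be tested in these arrays.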

SMZL cases clustered together when analyzed, suggesting there is a unique, delineating molecular signature by which SMZL can be more accurately diagnosed, if deciphered (Figure 1A).

**Figure 1:**
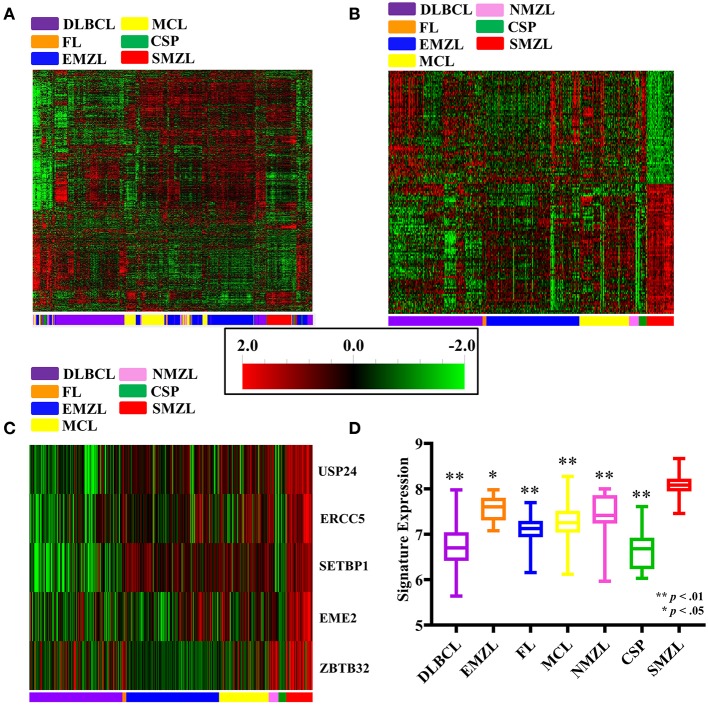
Gene expression dataset results shown. All heatmaps correspond to scale located in the center of the figure [2.0 (red) – −2.0 (green)]. All sample types are listed according to the color they correspond to located on the *x*-axis of each heat map: DLBCL (purple), MCL (yellow), FL (orange), CSP (green), EMZL (blue), SMZL (red), and NMZL (pink). **(A)** Unsupervised clustering of all gene expression samples assessed. **(B)** Supervised clustering by sample type for the 135 gene SSGES. **(C)** Supervised clustering of the five probe IHC panel. **(D)** Composite five probe IHC panel expression comparison.

In order to identify a unique SMZL genetic signature, univariate class comparisons were completed. 

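In the SMZL array, genes of the spleen and of the immediate early response read higher than in most TBCL arrays. So did most genes of marginal zone and memory B cells. The NOTCH list was also higher by its median, though its genes not shared with the marginal zone list were split. Most genes of plasma cells and epithelium read lower. The median difference from the mean of the 64 TBCL arrays was 1.20 (log2) over 10 spleen genes, all 10 of them higher, including CD5L, a protein of splenic macrophages, at 9.47 against 5.69 ± 1.16 (SD, n = 64), and NKX2-3, a transcription factor of spleen development, at 6.04 against 3.29 ± 0.97 (SD, n = 64). In 3 TBCL arrays the same median was higher. Over 9 immediate early genes, all 9 higher, it was 1.22, with DUSP1 at 11.4 against 8.60 ± 1.64 (SD, n = 64) and FOSB at 8.15 against 6.02 ± 1.09 (SD, n = 64), and 6 TBCL arrays were above it. The TBCL mean leans on the 43 MCL arrays, and most immediate early genes were lower in MCL than in EMZL. How much of the difference comes from this weight was not tested.

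Of 8 genes of the NOTCH list, which counts NOTCH2 itself, 5 were higher and 3 lower, with a median of 0.71 and 4 TBCL arrays above it. MYC read 10.2 against 8.43 ± 0.99 (SD, n = 64), and HES4 was lower by −0.53. Of 12 marginal zone and memory B-cell genes 10 were higher, among them FCRL5 (10.7 against 9.34 ± 1.12, SD, n = 64), and 2 lower, with PLD4 at −1.14. Their median was 0.47, with 8 TBCL arrays above it. NOTCH2, which marginal zone B cells need to form, read 10.6 against 9.42 ± 0.76 (SD, n = 64), and 1 TBCL array was higher. NOTCH2 and DTX1, the latter higher by 0.49, belong to both lists, so the counts of higher genes overlap. Of the other NOTCH genes, HES1, HEY1 and MYC were higher and HES4, HEYL and NRARP lower, so these were split evenly. Of 11 pan-B genes 10 were also higher, with a median of 0.31 and 28 TBCL arrays above it.

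Of 12 plasma cell genes 10 were lower, with a median of −0.62 and 9 TBCL arrays below it. JCHAIN, the chain that joins secreted IgM and IgA, read 8.07 against 9.89 ± 2.04 (SD, n = 64), and the syndecan SDC1 4.14 against 5.79 ± 0.91 (SD, n = 64). Of 11 epithelial genes 10 were lower (median −0.56, 5 TBCL arrays below it). The medians of 15 fibroblast genes (−0.31) and 6 adipose genes (−0.61) also lay within the range of TBCL, with 27 and 15 arrays below them. The 10 genes of the MCL programme had a median of −0.63, which says little of SMZL since 43 of the 64 TBCL arrays are MCL, with CCND1 at 5.84 and SOX11 at 4.65, the highest SOX11 value outside MCL. Against 10000 random lists of the same size and mean expression the 4 higher lists lay above at least 99.79%. The fibroblast, epithelial and adipose lists lay above 0.05%, 0.08% and 0.52%, so this comparison does not set epithelium apart from fibroblast and adipose genes. Such random lists leave out that members vary together between arrays.

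Of 14336 genes, 0.251% lay above and 0.928% below the range of all 64 TBCL arrays. A lone TBCL array had a median of 0.673% above and 0.722% below the range of the rest, and of the 64, 55 had more genes above it and 24 more genes below it than the SMZL array. Of the bright genes above the range, MACROD2, which removes ADP-ribose from proteins, read 11.4 against a TBCL median of 6.27, the protocadherin PCDH9 read 10.9 against 6.45 and BTLA, an inhibitory receptor of lymphocytes, read 8.59 against 6.63. FAM167A (8.47 against 6.35), RASGRF1 (7.44 against 6.01), CLIP1 (8.83 against 7.54), DPH5-DT (7.57 against 6.25) and LOC374443 (9.97 against 7.52) were also above it. Below it lay TEAD2, a transcription factor of the Hippo pathway (5.47 against 7.42), GRAMD4 (5.37 against 7.23), MED19 (6.69 against 7.73) and TSR2 (6.82 against 7.32). The highest TBCL value lay close below for PCDH9 (10.82 against 10.88), BTLA (8.54), RASGRF1 (7.38), DPH5-DT (7.51) and CLIP1 (8.76). It was 8.28 for FAM167A, 9.00 for LOC374443 and 10.84 for MACROD2. The lowest TBCL value was 6.77 for MED19, 6.87 for TSR2, 5.87 for TEAD2 and 5.99 for GRAMD4. With the deposited values FAM167A, BTLA, RASGRF1, DPH5-DT, CLIP1, MED19 and TSR2 lay within the range. A single SMZL array has no replicate check, so no p-value is given. Without the 8 arrays of low correlation, 180 genes lay above and 200 below the range.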

The comparison between SMZL and CSP produced 5,707 gene probes that possessed a significant difference in expression, and SMZL GEPs compared to the TBCLs returned 6,477 gene probes. All probes highly significantly, differentially expressed (*p* < 1e−7) in each respective class comparison were then selected. The comparison between SMZL and CSP produced 1,056 highly differentially expressed genes, while the greater significance between SMZL and TBCL returned 2,374. These two lists then underwent cross-comparison to identify genes that were differentially expressed in SMZL from both datasets. This resulted in 164 genes that were differentially expressed in SMZL when compared with both CSP and TBCLs.

SAM was then conducted using the 164 gene signature to reduce the FDR by conducting gene-specific *t*-tests independently, as opposed to the class comparison *t*-test across the full dataset, further corroborating that the identified differentially expressed gene probes are not selected randomly. Using SAM, 147 and 148 genes were differentially expressed in SMZL when compared with CSP and TBCLs, respectively. These lists were cross-compared one final time, and 135 genes were identified to be uniquely, differentially expressed in SMZL against both, CSP and TBCL comparisons. This collection of 135 genes were coined the “SMZL specific Gene Expression Signature (SSGES)” (Supplementary Table 2, Figure 1B).

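Of the 135 genes, 124 were measured on the arrays used here, 69 of the 72 listed as over-expressed and 55 of the 63 listed as under-expressed. In the SMZL array 60 of the 69 read above the mean of the 64 TBCL arrays and 45 of the 55 read below it. Among the listed over-expressed genes the differences were greatest for TUBGCP6, a part of the complex that nucleates microtubules (1.07, log2), HEATR5B (1.04), the dynein DNAH1 (1.00), FAM117B (0.93) and the transcription factor ZBTB32 (0.93). Among the listed under-expressed genes they were greatest for PALD1 (−1.04), SPINK2 (−0.85), CORT, which encodes the peptide cortistatin (−0.84), CYP4B1 (−0.81) and NRIP3 (−0.79). Against the listed direction, EGFR, the receptor of epidermal growth factor, read 1.16 higher and OR10A5 0.36 higher, and NME6 (−0.54), the zinc finger gene ZNF91 (−0.44) and CA5BP1 (−0.42) read lower.

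**Figure D1:**
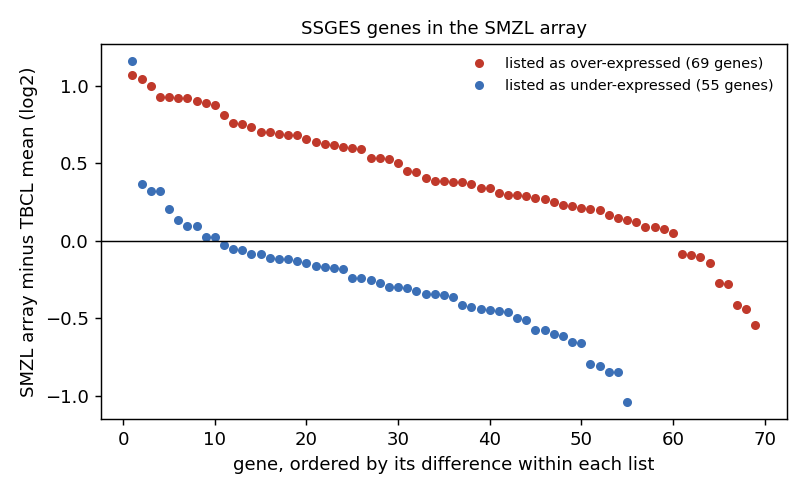
Difference of the SMZL array from the mean of the 64 TBCL arrays (y axis, log2) for each measured SSGES gene, ordered by this difference within its list (x axis). Red points are the 69 genes listed as over-expressed, 60 of them above 0, and blue points the 55 listed as under-expressed, 45 of them below 0.

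The median difference was 0.39 over the 69 genes, above 100% of 10000 random lists of the same size and mean expression, and −0.27 over the 55 genes, above 0.74% of such lists, which leave out that genes vary together between arrays. Without the 8 arrays of low correlation 54 of the 69 read above and 42 of the 55 below the mean, with medians of 0.32 and −0.15. The study chose the SSGES partly on these arrays, so these counts are not independent evidence of its direction.

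The types pooled as TBCL also differed from each other in some of these genes. Between MCL and NMZL, 14 SSGES genes passed limma's test, of 69 over-expressed and 49 under-expressed genes tested. Of all 14336 genes 3196 passed, a larger share. Of the over-expressed list 8 were higher in MCL, among them ZNF91 (log2 difference 1.65, adjusted p = 0.0043), and 3 were lower, namely ZBTB32, ADNP2 and DDX51. Of the under-expressed list PALD1 was higher in MCL (0.87, adjusted p = 0.0032), and CORT (−0.79, adjusted p = 0.015) and ASAP3 (−0.64, adjusted p = 0.008) were lower. Adjusted over the list alone, 6 over-expressed genes were higher and 2 lower, with 1 and 2 of the under-expressed list. Between MCL and EMZL, PALD1 was higher (1.25, adjusted p = 0.011) and ZBTB32 and the actin-bundling PLS1 (−0.75, adjusted p = 0.047) were lower. Without the 8 arrays of low correlation 21 genes passed in this comparison. Between EMZL and NMZL, 0 genes passed, with 1 over-expressed gene higher and 1 lower, and 4 under-expressed genes higher and 3 lower, at an unadjusted p under 0.05 from limma. The paper takes these genes from SMZL against CSP and against TBCL as 1 group.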

### Predictive and Functional Analysis

Multiple methods for predictive analysis were conducted to determine the fidelity of our diagnostic tool. This was evaluated for SMZL against CSP and TBCL separately to assess the predictive value of the 135 gene SSGES. For each method of predictive analysis to delineate SMZL from CSP was correctly classified 100% of the time. 

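A score of all 124 measured SSGES genes was highest in the SMZL array, at 1.01, by a margin of less than the spread between arrays. An MCL array read 0.997, and the 64 TBCL arrays averaged −0.016 ± 0.97 (SD, n = 64). The score is the mean z-score of the over-expressed genes minus that of the under-expressed genes. The means of the TBCL types were 0.009 ± 0.50 (SD, n = 6) in EMZL, −0.22 ± 1.19 (SD, n = 15) in NMZL and 0.053 ± 0.95 (SD, n = 43) in MCL. No difference between types passed a two-sided permutation test (MCL against NMZL, p = 0.37, 100000 resamples), nor an exact one (EMZL against NMZL, p = 0.67, and MCL against EMZL, p = 0.94). Without the 8 arrays of low correlation MCL was higher than EMZL by 0.55 (exact permutation test, p = 0.024, adjusted p = 0.071). The lowest scores, −3.65 in MCL and −2.98 in NMZL, belonged to arrays of low correlation with the rest.

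**Figure D2:**
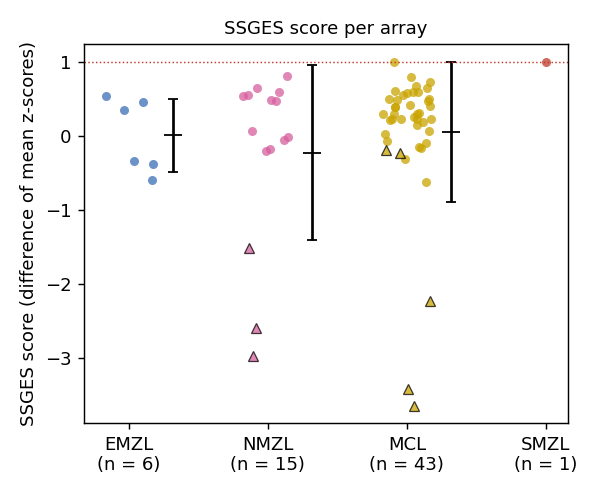
SSGES score of each array (y axis, difference of mean z-scores) by lymphoma type. Dashes with bars are means ± SD, triangles are the 8 arrays of low correlation, and the dotted line marks the SMZL array at 1.01, with 0 arrays above it.

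With the deposited values 2 MCL arrays scored above the SMZL array, with median centring 4 TBCL arrays did, and without the arrays of low correlation 1 MCL array did. Predictors as in the study could not be trained here, since 1 array leaves no SMZL array for a test.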

And, when this same SSGES signature is used to predict diagnosis between SMZL from other B-cell lymphomas (TBCL), it was correct 98% of the time (Supplementary Table 6).

### Gene Expression Replication Set: Ensuring Fidelity and Reliability of SSGES

A gene expression replication set containing 705 samples was organized independently of the original SSGES delineating cohort (Supplementary Table 3). The replication cohort contained secondary lymphoid organ B-cell lymphoma samples from datasets not used in the original analysis set as well as splenic controls and the original 43 SMZL samples. Due to the limited sample number of SMZL samples, all samples were used in the original and replication cohort, but new comparison samples were utilized. While this limits the ability to delineate new signatures, the replication cohort demonstrated the strong predictability of SMZL samples against other B-cell lymphoma samples and controls not originally used in signature delineation. Multiple methods predictive analysis was used, and with similar effectiveness to the original analysis, SMZL samples could on average be correctly differentiated from CSP and TBCL samples 98 and 95%, respectively (Supplementary Table 6).

### SSGES Protein Evaluation

To provide validation of the gene expression signature and enhance the impact of the study, five markers were selected to provide clinical utility as a protein assay for diagnostic purposes and to investigate for SMZL-specific treatment targets at the protein level. These markers were also evaluated alongside patient data to assess the prognostic significance of their increased expression. The five markers selected to be evaluated using IHC: *EME2, ZBTB32, ERCC5, USP24*, and *SETBP1*. 

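Each marker read above the TBCL mean in the SMZL array, and ZBTB32 was the marker that differed most between the TBCL types. ZBTB32, a zinc finger repressor of the B-cell and plasma cell lineage, was 7.06 ± 1.04 (SD, n = 15) in NMZL and 6.86 ± 1.56 (SD, n = 6) in EMZL on the log2 scale, and 5.35 ± 0.92 (SD, n = 43) in MCL. It was lower in MCL than in NMZL (log2 difference −1.71, standard error 0.29, adjusted p = 5.3e-05 from limma) and than in EMZL (−1.50, standard error 0.43, adjusted p = 0.030). The latter was −0.97 (adjusted p = 0.25) without the highest EMZL array, and leaving out each of 3 other EMZL arrays also ended the call. The SMZL array read 6.82, below the means of NMZL and EMZL, and 14 TBCL arrays were higher. It was above the NMZL mean without the arrays of low correlation (6.74, n = 12) and above the EMZL mean without the highest EMZL array (6.33, n = 5). SETBP1, which binds the oncoprotein SET, was higher in MCL than in NMZL (0.76, standard error 0.24, adjusted p = 0.018), at 8.13 ± 0.66 (SD, n = 43) and 7.37 ± 1.19 (SD, n = 15), and read 8.83 in the SMZL array with 4 TBCL arrays higher.

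EME2, a subunit of a structure-specific DNA nuclease, read 6.86 in the SMZL array against 6.35 ± 0.54 (SD, n = 64) in TBCL, and 9 TBCL arrays were higher. ERCC5, the nuclease that cuts 3′ of a lesion in nucleotide excision repair, read 8.82 against 8.21 ± 0.56 (SD, n = 64) with 5 higher. The deubiquitinase USP24 read 8.74 against 8.20 ± 0.80 (SD, n = 64) with 11 higher. These counts were 2 for EME2 and 17 for USP24 with the deposited values. EME2, ERCC5 and USP24 did not pass limma's test between any of the 3 TBCL types. IL7 and ZNF763, which head the table of over-expressed genes, read 7.87 against 7.24 ± 1.22 (SD, n = 64) and 5.58 against 5.37 ± 0.62 (SD, n = 64). MUS81, the partner of EME2, read 8.20 against 7.99 ± 0.29 (SD, n = 64). ZNF763 was higher in MCL than in NMZL (0.63, adjusted p = 0.0073).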

Multiple methods predictive analysis was conducted using this five-gene cohort, with correct classification reaching ~95% in the original cohort, and ~90% when compared to the validation cohorts, indicating the potential for this much smaller panel to demonstrate diagnostic utility (Supplementary Table 6, Figure 1C). 

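The SMZL array had a composite of 8.01, the mean log2 value of EME2, ERCC5, SETBP1, USP24 and ZBTB32, and the means of all 3 TBCL types lay below it. These were 7.62 ± 0.75 (SD, n = 6) in EMZL, 7.46 ± 0.38 (SD, n = 15) in NMZL and 7.23 ± 0.34 (SD, n = 43) in MCL. The SMZL value lay 1.67 SDs of the 64 TBCL arrays above their mean. An EMZL array, at 9.03, and an MCL array of low correlation with the rest, at 8.41, were higher, while all 15 NMZL arrays were lower.

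**Figure D3:**
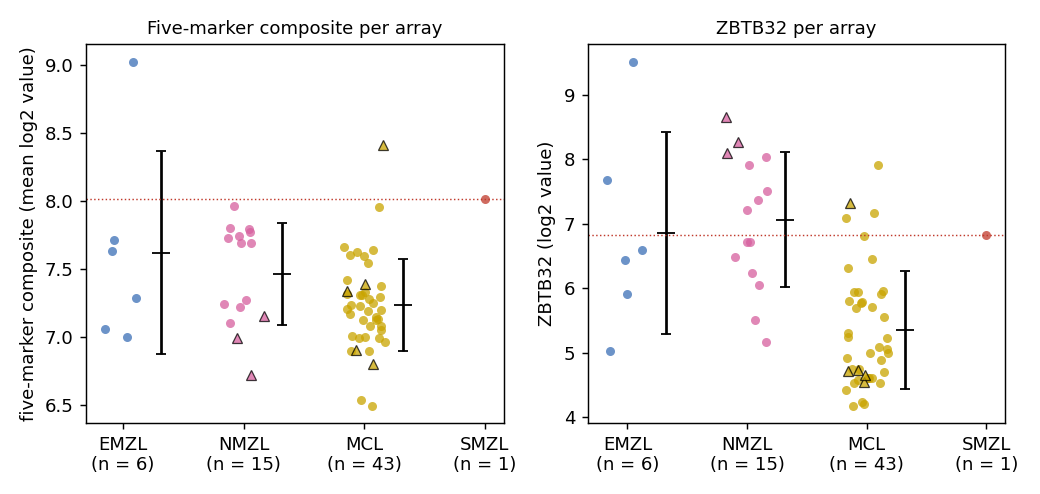
Composite of the 5 markers (left) and ZBTB32 alone (right) per array, as log2 values on the y axes, by lymphoma type. Dashes with bars are means ± SD, triangles are arrays of low correlation, and the dotted lines mark the SMZL array, at 8.01 and 6.82, with 2 and 14 TBCL arrays above them.

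Between TBCL types the composite was lower in MCL than in NMZL by −0.23 (permutation test with 100000 resamples, two-sided, p = 0.036, adjusted p = 0.056) and than in EMZL by −0.39 (exact permutation test, p = 0.037, adjusted p = 0.056), and neither passed after adjustment over 3 comparisons. EMZL and NMZL differed by 0.16 (exact permutation test, p = 0.53). With the deposited values MCL and NMZL differed by −0.049. With the mean of z-scores, which weighs the markers alike, MCL was lower than NMZL by −0.17 (permutation test, p = 0.26). It was lower than EMZL by −0.36 (exact permutation test, p = 0.13). Between MCL and NMZL, ZBTB32 was lower (−1.71) and SETBP1 higher (0.76), so the difference is not one of all 5 markers. Without the 8 arrays of low correlation, a setting chosen after seeing the values, MCL was lower than NMZL by −0.37 (permutation test, adjusted p = 0.0012). It was then lower than EMZL by −0.40 (exact permutation test, adjusted p = 0.043). Without the highest EMZL array, MCL and EMZL differed by −0.10 and EMZL and NMZL by −0.12. Leaving out each of the other EMZL arrays gave −0.37 to −0.51 between MCL and EMZL (exact permutation test, unadjusted p = 0.067 to 0.016). The paper takes the composite in SMZL against each type as the measure of selectivity, with the arrays of all series together.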

Lastly, these five markers demonstrated significantly higher expression in SMZL cases when compared against each malignant cohort individually, further demonstrating their selectivity for SMZL (Figure 1D).

Following staining and respective scoring, expression of each marker was compared. EME2 was shown to have significantly higher expression in SMZL samples when compared with CSP (*p* = 0.05) or TBCL (*p* = 0.01) cohorts (Figures 2A–C), and USP24 demonstrated significantly higher expression in SMZL when compared to CSP (*p* = 0.02; Figures 2D,E). USP24 expression also appeared increased in SMZL compared to TBCL samples (*p* = 0.10) but was not statistically significant (Figures 2D,F). For both USP24 and EME2, increased expression was consistently observed within the interfollicular zones of SMZL cases (Figure 3), but marginal zone staining was only recognized sporadically.

**Figure 2:**
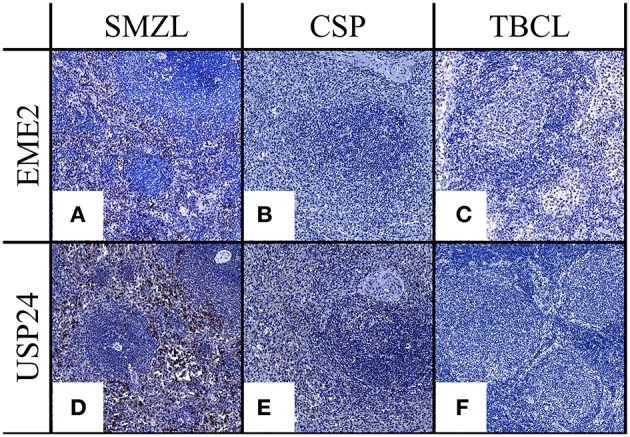
**(A–C)** EME2 IHC expression comparing SMZL, CSP, and TBCL. **(D–F)** USP24 IHC expression comparing SMZL, CSP, TBCL. All images at 20X.

**Figure 3:**
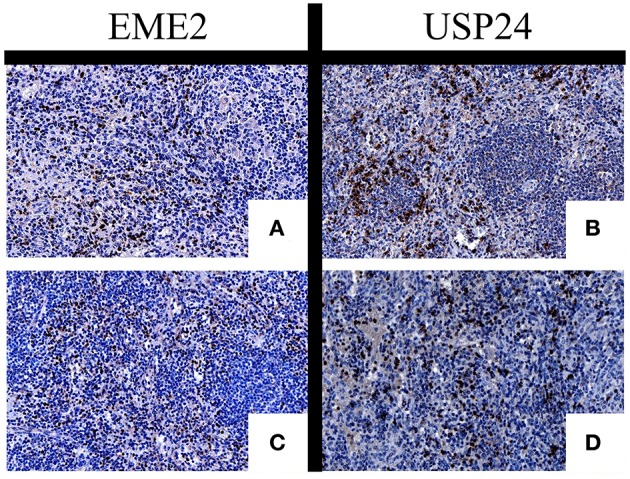
IHC of EME2 **(A,C)** and USP24 **(B,D)** demonstrating location of positive staining location within SMZL samples.

The remaining markers did not present with statistically significant differential expression (Supplementary Figure 2), but ZBTB32, SETBP1, and ERCC5 were each indicative of possible prognostic value for SMZL cases. ZBTB32 showed significantly higher expression in SMZL cases with lymphoma symptoms present (*p* = 0.04; Figure 4A). Expression scoring values for ERCC5 (*r* = 0.76), SETBP1 (*r* = 0.44), and ZBTB32 (*r* = 0.78) in SMZL cases correlated with the patients' staging upon tissue extraction. (Figure 4B), and USP24 increased expression also correlated with increased staging of SMZL (*r* = 0.93) (Figure 4B). Further, SETBP1 expression also correlated with increased staging of the TBCL samples (*r* = 0.66), indicating its potential as B-cell lymphoma marker in multiple subtypes. Each of these markers' increased expression correspondence with severity of symptoms among the SMZL cases, points to their potential use as prognostic markers. Thus, they warrant further investigation among expanded patient cohorts to corroborate these preliminary findings.

**Figure 4:**
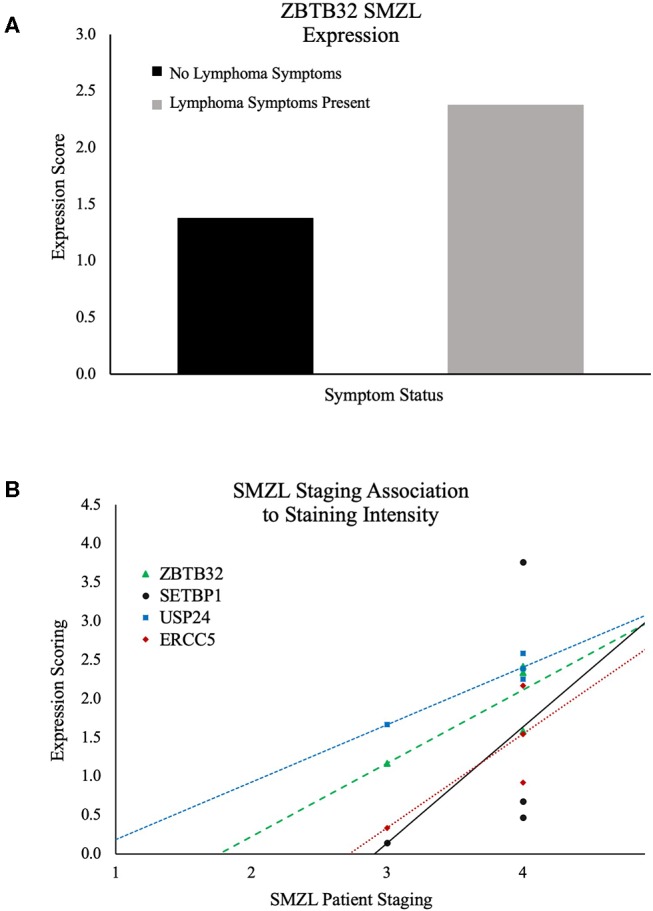
**(A)** ZBTB32 expression comparison among SMZL samples. Black: no lymphoma symptoms. Gray: lymphoma symptoms. Demonstrating increased ZBTB32 expression in SMZL cases that are concurrently presenting with lymphoma symptomology. **(B)** Association of patient staging and staining intensity for ZBTB32, SETBP1, USP24, and ERCC5 in SMZL cases.

## Discussion

In this study, a 135-gene signature coined the SSGES that demonstrates clinical potential for identification of SMZL was identified. Even more importantly, novel biomarkers have been identified via IHC that could provide diagnostic, as well as prognostic utility for SMZL patients. Given the considerable dearth of information for both diagnosis and prognosis of SMZL in the literature, it's expected that these findings will significantly contribute to patient outcome. Importantly, when we replicated the SSGES against new data sets and tested their predictability and fidelity, they yielded 90–100% accuracy of identifying SMZL, well-above current clinical markers and methods. These results provide preliminary findings that must be further validated in expanded investigations and should guide future inquiries into understanding SMZL pathogenesis.

Many treatment options have been proposed and are being further developed in marginal zone lymphomas, with significant improvement in SMZL relapse and progression free survival rates (38–41). Currently, many of these drug therapies will be tried in SMZL cases prior to resorting to a splenectomy as a treatment option, but there is still limited genetic information driving these decisions (20). In order to force a switch in treatment regimens and recommendations, a genetic panel must be produced that provides diagnostic and prognostic value for identifying SMZL. This study has identified such a panel, through meta-analysis of gene expression profiles among SMZL cases against other B-cell lymphomas and splenic controls. This panel must be further clinically validated and assessed for potential usage systematically, but the high predictive success of the panel against each comparison set is promising for the prospect of future implementation.

While each of the markers investigated in the present investigation are understudied, they each display mechanistic potential as drivers of SMZL carcinogenesis. EME2 in conjunction with MUS81 initiate replication fork restart (42), indicating its increased expression could be exploited by cancer cells for enhanced DNA replication. USP24 has been shown to play a role in anti-apoptotic tumoral activity in myeloma cells and displayed increased expression in cells displaying increased drug resistance (43). USP24 has also been shown to be a regulator of tumor microenvironment signaling and has been proposed as a potential therapeutic target due to this role (44). The mechanisms collectively demonstrate that its increased expression could play a role in SMZL pathogenesis. Increased ZBTB32 expression has been identified among memory B-cells (45), and thus, its increased expression among symptomatic patients may be due to an increased presence of the memory B-cell based SMZL cells, a commonly proposed cell-type of primary SMZL tumor cells. Polymorphisms at *ERCC5* and disrupted expression have been reported to increase solid tumor carcinogenesis due to the disruption of DNA excision pathways (46, 47), and in an IHC investigation study, *ERCC5* encoded XPG was shown to have positive expression in breast, ovarian, and sarcoma samples (48). Lastly, SETBP1 activation has been shown to play a role in leukemic progression and development. Missense mutations of *SETBP1* have been shown to increase the stability of the SETBP1 protein and result in its subsequent over expression in many myeloid neoplasms (49). Further, SETBP1 overexpression has been associated with shorter overall survival in leukemic patients (50). It is proposed that SETBP1 executes its oncogenic properties through suppression of tumor suppressor genes and by inducing increased myeloid cell development and proliferation (50, 51). Each of these mechanisms provide evidence that the demonstrated over expression of SETBP1 in this study may play a role in oncogenesis and should also be investigated further for its mechanistic value among SMZL patients. A more concise record of the potential biological impact that these markers provided is listed within Table 1.

**Table 1:** Proposed biological impact of markers selected for IHC panel.

**Gene**	**NCBI gene ID**	**Biological function (citation)**
*EME2*	197342	Replication fork restart (42)
*ERCC5*	2073	DNA excision disruption (46, 47)
*SETBP1*	26040	Cellular proliferation and development promotion (50), tumor suppressor suppression (51)
*USP24*	23358	Cell survival (43); Tumor microenvironment regulation (44)
*ZBTB32*	27033	Memory B-cell expression (45)

Upon evaluation of IHC, a significant amount of the respective protein expression occurred within the interfollicular zones of the spleens, rather than exclusively within the tumor cells, indicating the markers' potential role as tumor environment effectors. The importance of understanding the tumor environment has become increasingly relevant, as demonstrated by the pursuit of therapies that can be utilized to circumvent its impact on lymphoma progression (52). Despite the markers' inconsistent expression as identifiers of SMZL tumoral cells themselves, this increased interfollicular expression corroborates the increased gene expression observed in the splenic tissue SMZL samples. This increased expression of these proteins within the tumor environment should be considered for their possible role in lymphomagenesis.

This study identified markers that provide potential clinical significance in delineating SMZL from other B-cell lymphomas and improving the biological understanding of SMZL. Future studies much be conducted to validate and expand the information reported in this manuscript. The intention of this study was to identify markers that could assist in diagnosis of SMZL and provide empirical data for weighing treatment options and prognostic outlook. Thus, while this study identified potential markers that may play a role in SMZL pathogenesis and even progression, significantly more work must be completed to fulfill the goal of clinical utility. Mechanistic studies utilizing *in vitro* B-cell lymphoma models could assess the functional impact of increasing the expression of each of the protein markers discussed above. Additionally, evaluating the expression of these markers in expanded SMZL as well as other lymphoma cohorts not utilized here would further validate these results. Increased prognostic value would also come from evaluating survival time, treatment outcomes, and treatment reactivity along with SSGES expression.

Several limitations arose upon completion of the study. First, the authors were limited to the samples and respective sample information that was available for use within the *GEO* datasets. Ideally, the signature could be derived against additional other splenic derived lymphoma subtypes such as hairy cell leukemia variant, hairy cell leukemia, hepatosplenic T-cell lymphoma, macrophage-rich large B-cell lymphoma, and more DLBCL cases presented in the spleen (53, 54), but these data were unavailable at the time of study completion. Additionally, there was no available information regarding the status and source of control spleens used in this study for gene expression as well as protein expression evaluation. In order to necessitate a splenectomy there must be critical circumstances at hand, and thus, while the spleens did not present with another lymphoma, it is difficult to know the true molecular profile they present due to the variable circumstances that resulted in their availability. The authors were also limited by the number of samples utilized for the IHC investigations. Due to the rarity and indolent presentation of SMZL, sample availability is extremely limited. Hence, the prognostic and diagnostic implications of these results are disclosed as preliminary until further validation in additional sample cohorts. Lastly, the gene expression analysis used herein was limited to exclusive use of Affymetrix probes. Thus, additional gene expression and genomic sequencing data executed using other platforms were not considered for analysis. This limited the study sample size provided and the depth of information that could have been gleaned from a wider array of analysis platforms. Further investigations utilizing data across multiple platforms would provide validation to these results and would further enhance clinical utility of the disclosed SMZL signature. Each of these limitations were recognized throughout the completion of this study. In an attempt to combat them, multiple levels of replication were utilized, samples originating from numerous study sites and regions were included, highly significant statistical filtering was conducted, and the SSGES was analyzed against an independent validation gene expression cohort for its accuracy. These efforts and subsequent results suggest that the SSGES is a reliable tool for diagnosis of SMZL when compared against other marginal zone lymphomas and control spleen samples.

In conclusion, this study has identified a diagnostic gene expression signature that presents many potential markers for diagnosis of SMZL patients from a splenic biopsy. It has also identified five novel protein markers, EME2, ERCC5, SETBP1, USP24, and ZBTB32, that appear to play a role in SMZL pathogenesis. Each of these results warrant further investigation for their broader roles in B-cell lymphoma biology.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI Gene Expression Omnibus (GSE12195, GSE16024, GSE2109, GSE23501, GSE35348, GSE35426, GSE53820, GSE55267, GSE57520, GSE7307, GSE93291, GSE146814).

## Author Contributions

Conceived and designed the experiments: JR, JI, and CC. Performed the experiments: JR and AB. Analyzed the data: JR and CC. Reviewed and validated pathology: TG. Wrote the paper: JR and CC. Reviewed the manuscript: JR, TG, AB, JI, and CC.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The handling editor declared a past co-authorship with several of the authors, JI and AB.

# Supplementary material for: Identification of a Splenic Marginal Zone Lymphoma Signature: Preliminary Findings With Diagnostic Potential
**Source:** Front Oncol. 2020 May 8;10:640. doi: 10.3389/fonc.2020.00640
**Supplement:** Supplementary file 1

**Supplementary Table 1. Gene Expression Datasets.**

All datasets utilized in this study are listed. The reference dataset ID for GEO, the amount and subtype of samples included, and the PubMed ID for publications associated with the data are provided.

| **GEO Dataset ID** | **Sample Type (n)** | **Associated Reference PMID** |
| --- | --- | --- |
| GSE12195 | DLBCL (73) | 19412164, 19965633, 21156281, 21390126, 22137796, 28314854 |
| GSE16024 | FL (7), MCL (7) | N/A |
| GSE2109 | Control Spleen (4) | N/A |
| GSE23501 | DLBCL (69) | 20610814 |
| GSE35348 | SMZL (27) | N/A |
| GSE35426 | SMZL (14), FL (5), MCL (5) | 23028731 |
| GSE53820 | FL (79), DLBCL (2) | 24357726 |
| GSE55267 | FL (51) | 24634383 |
| GSE57520 | Control Spleen (3) | 25057852 |
| GSE7307 | Control Spleen (5) | N/A |
| GSE93291 | MCL (20) | 28291392 |
| GSE146814 | MCL (44) | 22490335 |
| GSE146814 | SMZL (1), NMZL (15), EMZL (6) | N/A |
|  | Total: 437 |  |

# Supplementary material for: Identification of a Splenic Marginal Zone Lymphoma Signature: Preliminary Findings With Diagnostic Potential
**Source:** Front Oncol. 2020 May 8;10:640. doi: 10.3389/fonc.2020.00640
**Supplement:** Supplementary file 2

**Supplementary Table 2. SSGES gene listing.**

The table is separated into two sub-tables (A. & B.). A. All genes that are significantly over-expressed in SMZL compared with CSP and TBCL. B. All genes that are under-expressed in SMZL compared with CSP and TBCL. Both tables list the total percent impact score (TPIS) for each gene, the SAM score of the gene expression in SMZL compared to CSP and TBCL [d(i)], and the fold-change of the gene expression in SMZL against CSP and TBCL. 

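The TPIS adds 2 impact scores for each gene, 1 from the comparison with CSP and 1 from that with TBCL. In each comparison, and apart for over-expressed and under-expressed genes, the gene with the greatest SAM score d(i) in size is given an impact score of 1, and every other gene the ratio of its own d(i) to that score, so that both comparisons weigh alike. Recomputed from the size of the listed d(i), leaving out its sign, the score lay within 0.001 of the listed one for 72 of 72 over-expressed and 62 of 63 under-expressed genes. For SLC6A13, a transporter of the neurotransmitter GABA, the recomputed score was 1.31 and the listed one, the paper's value, is 1.096. Its listed d(i) against TBCL has the opposite sign to those of the other under-expressed genes. Fold changes are written with a minus sign where SMZL is lower, so that their size should not fall under 1, and the fold of SLC6A13 against TBCL is the 1 of the 63 that does.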

Bold designates gene targets selected for IHC validation.

**Supplementary Table 2A. SSGES genes uniquely over-expressed in SMZL.**

**Supplementary Table 2B. SSGES genes uniquely under-expressed in SMZL.**

# Supplementary material for: Identification of a Splenic Marginal Zone Lymphoma Signature: Preliminary Findings With Diagnostic Potential
**Source:** Front Oncol. 2020 May 8;10:640. doi: 10.3389/fonc.2020.00640
**Supplement:** Supplementary file 3

**Supplementary Table 3. Gene Expression Validation Datasets.**

All datasets utilized in the validation cohort of this study are listed. The reference dataset ID for GEO, the amount and subtype of samples included, and the PubMed ID for publications associated with the data are provided.

| **GEO Dataset ID** | **Sample Type (n)** | **Associated Reference PMID** |
| --- | --- | --- |
| GSE2109 | Control Spleen (3), SMZL (1) | N/A |
| GSE55267 | Follicular Lymphoma (63), B-cell control (6) | 24634383 |
| GSE57520 | Hepatosplenic T-cell Lymphoma (4), Control Spleen (3) | 25057852 |
| GSE7307 | Control Spleen (5) | N/A |
| GSE70910 | Mantle Cell Lymphoma (34) | 27127301 |
| GSE7788 | Nodular Lymphocyte Predominant Hodgkin's Lymphoma (10), T-cell/Histocyte Rich B cell Lymphoma (10) | 19797726 |
| GSE74266 | Diffuse Large B-cell Lymphoma (28) | 26854484 |
| GSE86613 | Follicular Lymphoma (7), Transformed Follicular Lymphoma (2), Diffuse Large B-cell Lymphoma (41) | 28097046 |
| GSE93261 | Follicular Lymphoma (149) | 29475724 |
| GSE93984 | Diffuse Large B-cell Lymphoma (88) | 28428442 |
| GSE16455 | SMZL (4) [PB] | 20124476 |
| GSE17372 | HIV+ Burkitt Lymphoma (4), HIV+ Diffuse Large B-cell Lymphoma (13) | 20216076 |
| GSE17920 | Hodgkin Lymphoma (130) | 20220182 |
| GSE25550 | Control Spleen (6), Extranodal Marginal Zone Lymphoma (14) | 21273489, 22058210 |
| GSE25638 | SMZL [PB] (12) | 22689981 |
| GSE26673 | HIV+ Burkitt Lymphoma (2), Burkitt Lymphoma (14) | 21245480 |
| GSE35082 | SMZL [PB] (9) | 22816737 |
| GSE35348 | SMZL (27) | N/A |
| GSE35426 | SMZL (14) | 23028731 |
| GSE2109 | Control Spleen (3), SMZL (1) | N/A |
| GSE55267 | Follicular Lymphoma (63), B-cell control (6) | 24634383 |
| GSE57520 | Hepatosplenic T-cell Lymphoma (4), Control Spleen (3) | 25057852 |
| GSE146814 | SMZL (1) | N/A |
|  | Total: 705 |  |

# Supplementary material for: Identification of a Splenic Marginal Zone Lymphoma Signature: Preliminary Findings With Diagnostic Potential
**Source:** Front Oncol. 2020 May 8;10:640. doi: 10.3389/fonc.2020.00640
**Supplement:** Supplementary file 4

**Supplementary Table 4. Patient Prognostic Information.**

Each splenic sample utilized for IHC was previously diagnosed by a trained pathologist. All samples were acquired from the Nebraska Lymphoma Study Group Tissue Bank at UNMC, and this study was reviewed and approved by the Institutional Review Board at UNMC, #441-18-EP.

| ***SMZL*** | *diagnosis* | *stage* | *symptom status* |
| --- | --- | --- | --- |
| SMZL1 | SMZL | 3 | A |
| SMZL2 | SMZL | 4 | B |
| SMZL3 | SMZL | 4 | A |
| SMZL4 | SMZL | NA | NA |
| SMZL5 | SMZL | NA | NA |
| SMZL6 | SMZL | 4 | B |
|  |  |  |  |
| ***CSP*** | *diagnosis* | *stage* | *symptom status* |
| CSP1 | NEG | 3 | A |
| CSP2 | NEG | 2 | A |
| CSP3 | NEG | 3 | A |
| CSP4 | NEG | 2 | B |
| CSP5 | NEG | 3 | A |
| CSP6 | NEG | NA | NA |
|  |  |  |  |
| ***TBCL*** | *diagnosis* | *stage* | *symptom status* |
| DLCL1 | DLCL-C | NA | NA |
| DLCL2 | DLCL-NC | 2 | A |
| FL1 | FL-3 | NA | NA |
| FM1 | FM | 4 | A |
| FM2 | FM | 4 | A |

# Supplementary material for: Identification of a Splenic Marginal Zone Lymphoma Signature: Preliminary Findings With Diagnostic Potential
**Source:** Front Oncol. 2020 May 8;10:640. doi: 10.3389/fonc.2020.00640
**Supplement:** Supplementary file 5

**Supplementary Table 5. Immunohistochemistry Antibody Information.**

Antibody information and optimization description utilized for immunohistochemistry staining of 5 micron splenic slides. Immunohistochemistry was executed using *Roche Diagnostics Discovery* platform at the University of Nebraska Medical Center.

| **Antibody** | **Company** | **Catalog No.** | **Antigen Retrieval Time (min)** | **Antibody Dilution** | **Antibody Primary Stain Time (min)** |
| --- | --- | --- | --- | --- | --- |
| EME2 | Biorbyt | orb357635 | 24 | 1:1000 | 48 |
| ZBTB32 | Biorbyt | orb183380 | 32 | 1:200 | 48 |
| ERCC5 | Bethyl Lab. Inc. | IHC-00529 | 32 | 1:150 | 48 |
| USP24 | Sigma-Aldrich | SAB4500975 | 32 | 1:25 | 60 |
| SETBP1 | Invitrogen | PA5-61863 | 32 | 1:50 | 48 |

# Supplementary material for: Identification of a Splenic Marginal Zone Lymphoma Signature: Preliminary Findings With Diagnostic Potential
**Source:** Front Oncol. 2020 May 8;10:640. doi: 10.3389/fonc.2020.00640
**Supplement:** Supplementary file 6

**Supplementary Table 6. Multiple method predictive analysis of SSGES for identifying SMZL.**

The table is separated into six sub-tables (A. – F.). **A.** Multiple method predictive analysis for SMZL compared with CSP using the SSGES. **B.** Multiple method predictive analysis for SMZL compared with TBCLs using the SSGES. **C.** Multiple method predictive analysis for SMZL compared with CSP using the 5 gene IHC panel. **D.** Multiple method predictive analysis for SMZL compared with TBCLs using the 5 gene IHC panel. **E.** Multiple method predictive analysis for SMZL compared with CSP using the 5 gene IHC panel in the replication sample cohort. **F.** Multiple method predictive analysis for SMZL compared with TBCLs using the 5 gene IHC panel in the replication sample cohort. All tables list the 7 methodologies used for prediction, as well as the average percentage that samples were correctly classified based on the signature.

**Supplementary Table 6A. Predicted SMZL identification when compared with CSP using the SSGES.**

| **Predictive Analysis Method** | **Mean percent of correct classification:** |
| --- | --- |
| Compound Covariate Predictor | 100 |
| Diagonal Linear Discriminant Analysis | 100 |
| 1-Nearest Neighbor | 100 |
| 3-Nearest Neighbors | 100 |
| Nearest Centroid Correct | 100 |
| Support Vector Machines | 100 |
| Bayesian Compound Covariate Predictor | 100 |

**Supplementary Table 6B. Predicted SMZL identification when compared with TBCLs using the SSGES.**

| **Predictive Analysis Method** | **Mean percent of correct classification:** |
| --- | --- |
| Compound Covariate Predictor | 96 |
| Diagonal Linear Discriminant Analysis | 96 |
| 1-Nearest Neighbor | 99 |
| 3-Nearest Neighbors | 100 |
| Nearest Centroid Correct | 97 |
| Support Vector Machines | 99 |
| Bayesian Compound Covariate Predictor | 100 |

**Supplementary Table 6C. Predicted SMZL identification when compared with CSP using the 5-gene IHC Panel.** *(ERCC5, EME2, SETBP1, USP24, ZBTB32)*

| **Predictive Analysis Method** | **Mean percent of correct classification:** |
| --- | --- |
| Compound Covariate Predictor | 98 |
| Diagonal Linear Discriminant Analysis | 98 |
| 1-Nearest Neighbor | 98 |
| 3-Nearest Neighbors | 98 |
| Nearest Centroid Correct | 98 |
| Support Vector Machines | 98 |
| Bayesian Compound Covariate Predictor | 98 |

**Supplementary Table 6D. Predicted SMZL identification when compared with TBCLs using the 5-gene IHC Panel.** *(ERCC5, EME2, SETBP1, USP24, ZBTB32)*

| **Predictive Analysis Method** | **Mean percent of correct classification:** |
| --- | --- |
| Compound Covariate Predictor | 92 |
| Diagonal Linear Discriminant Analysis | 91 |
| 1-Nearest Neighbor | 93 |
| 3-Nearest Neighbors | 95 |
| Nearest Centroid Correct | 91 |
| Support Vector Machines | 97 |
| Bayesian Compound Covariate Predictor | 96 |

**Supplementary Table 6E. Predicted SMZL identification against the replication cohort when compared with CSP using the 5-gene IHC Panel.** *(ERCC5, EME2, SETBP1, USP24, ZBTB32)*

| **Predictive Analysis Method** | **Mean percent of correct classification:** |
| --- | --- |
| Compound Covariate Predictor | 98 |
| Diagonal Linear Discriminant Analysis | 100 |
| 1-Nearest Neighbor | 97 |
| 3-Nearest Neighbors | 100 |
| Nearest Centroid Correct | 95 |
| Support Vector Machines | 98 |
| Bayesian Compound Covariate Predictor | 98 |

**Supplementary Table 6F. Predicted SMZL identification against the replication cohort when compared with TBCL using the 5-gene IHC Panel.** *(ERCC5, EME2, SETBP1, USP24, ZBTB32)*

| **Predictive Analysis Method** | **Mean percent of correct classification:** |
| --- | --- |
| Compound Covariate Predictor | 92 |
| Diagonal Linear Discriminant Analysis | 90 |
| 1-Nearest Neighbor | 98 |
| 3-Nearest Neighbors | 97 |
| Nearest Centroid Correct | 89 |
| Support Vector Machines | 97 |
| Bayesian Compound Covariate Predictor | 97 |

# Supplementary material for: Identification of a Splenic Marginal Zone Lymphoma Signature: Preliminary Findings With Diagnostic Potential
**Source:** Front Oncol. 2020 May 8;10:640. doi: 10.3389/fonc.2020.00640

**Supplementary Figure 1. Immunophenotypic classification of SMZL.**

Immunophenotyping of CSP samples as well as malignant SMZL cases using immunohistochemistry. (A-D) BCL2, positive in SMZL cells. (E-H) BCL6, negative in SMZL cells. (I-L) CD10, negative in SMZL cells.

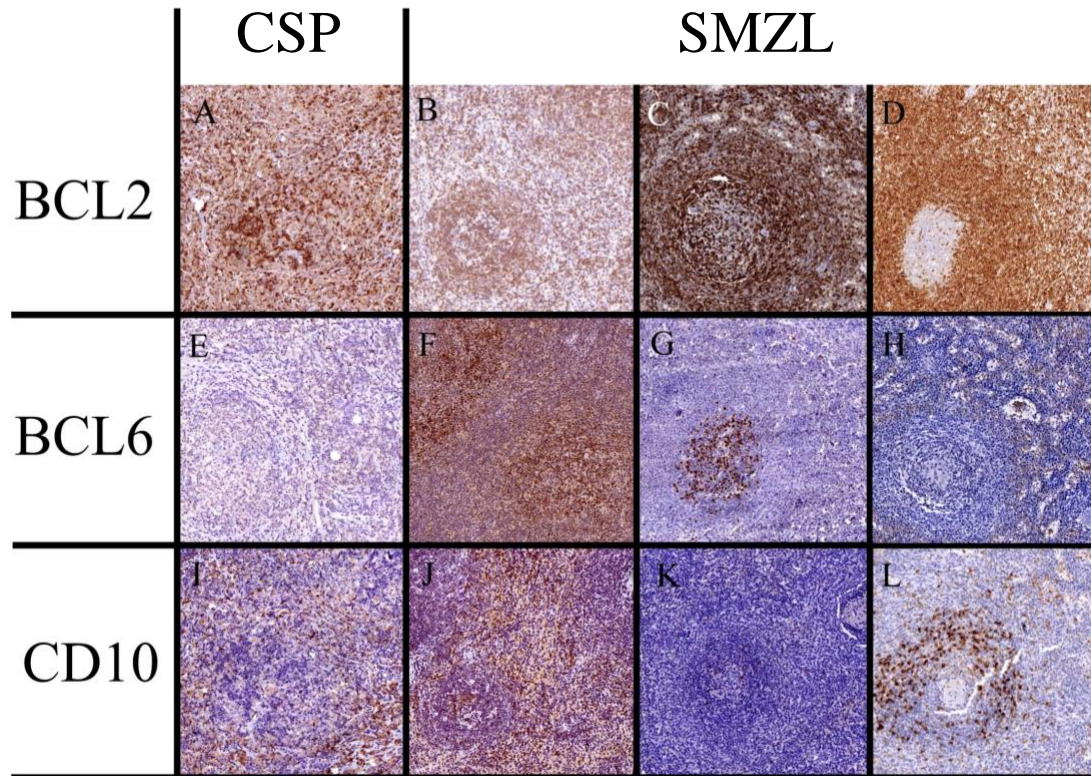

**Supplement:** Supplementary file 7

How the deposited data were processed for this re-analysis (not part of the article)

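Gene expression was measured on the Affymetrix array named in the methods, in 43 MCL, 15 NMZL, 6 EMZL and 1 SMZL arrays, taken as labelled. According to the methods, the authors loaded all datasets together into BRB ArrayTools (version not stated), normalized the arrays with MAS5.0, took log2 values, quantile normalized them, removed genes under a filter of 1.5-fold from the gene median in 10% of arrays, and kept 1 probe set per gene. The deposited log2 values cover 16272 probe sets and range from 2.16 to 14.6, with 0 missing values. The 65 arrays do not share 1 distribution in the deposited values. All 65 arrays were used. Their number limits the precision, above all for the 6 EMZL arrays and the 1 SMZL array.

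From the deposited values, the 65 arrays were quantile normalized again, the same filter was applied, and the probe set with the highest mean was kept for each symbol, which left 14336 genes. Gene symbols came from the array annotation, which names 15506 probe sets with 1 symbol, and no genome coordinates were used. Types were compared with limma 3.58.1 in R 4.3.3, with a mean per type in 1 fit of all 65 arrays and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. In data simulated from these arrays with 200 changed genes among 14336, a log2 change of 1 was recovered for 83% of genes between MCL and NMZL, 38% between EMZL and NMZL and 51% between MCL and EMZL, and a change of 2 for 100%, 89% and 97%. The simulation gave 6 or 7 false calls, while another split of the real arrays into groups of the EMZL and NMZL sizes called 4241 genes. The simulated data therefore lack structure that the arrays hold, and the rates may not apply to them. No paired analysis was possible because the labels do not state which arrays, if any, share a donor.

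The 30 gene lists were fixed before the data were examined, as were the comparisons, the rule for named genes and the alternatives other than the one named below as added. They are the MCL programme, proliferation, T cells, cytotoxic cells, macrophages, neutrophils, follicular dendritic cells, germinal centre B cells, plasma cells, pan-B cells, marginal zone and memory B cells, NF-kB targets, NOTCH targets, B-cell receptor signalling, interferon response, excision and cross-link repair, endothelium, fibroblasts and matrix, spleen, epithelium, gastric mucosa, lung, salivary and lacrimal gland, thyroid, skin, intestine, adipose tissue, skeletal muscle, erythroid cells, and immediate early and stress response. Lists were tested with camera (preset correlation 0.01, then an estimated one) and fry. For the SMZL array, medians were set against 10000 random lists of the same size matched on mean expression, and against the same median in each of the 64 TBCL arrays, a comparison chosen after the values were seen. Clustering used average linkage on 1 minus the Pearson correlation of scaled genes in 4 clusters. Scores of the 5 markers and the SSGES were compared between types by two-sided permutation tests, exact where a type held under 10 arrays and otherwise with 100000 resamples. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0 was used.

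Named genes are those the paper names as markers, the 8 genes with the largest difference in each direction of a limma comparison, the 8 in each direction for the SMZL array among those outside the range of the 64 TBCL arrays and above the 60th percentile, 5 SSGES genes per direction with and 5 against the listed direction, and 2 to 4 members per list, more where all called members are given. ADNP2, ASAP3, DDX51 and PLS1 were named after their values were seen. Alternatives were the deposited values without further normalization, median centring, no gene filter, a filter on dim probe sets, the mean of probe sets, a floor at the 20th percentile, only the types compared, the tests of the methods, other numbers of clusters and linkage, other references and weights, and leaving out each EMZL array. Values without the 8 arrays of low correlation were added after the data had been seen. The 3′ to 5′ ratio of control probe sets was not run, since 0 control probe sets are among the 16272. Y-linked genes and XIST are left out of the genes that could be named. The DLBCL, FL and CSP profiles, the other SMZL profiles, IHC and the prognostic data were not analysed here.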

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

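The tests of normalization and of a splenic biopsy were chosen after the result was seen, while the test of the share of B cells was written before. Of 49 measures checked in the 6 EMZL arrays, 7 had 1 array whose gap to the nearest of the others was large for 6 values, and chance gives this in about 1 in 20 groups. The highest composite of the 5 markers was 9.03, with the other EMZL arrays between 7.00 and 7.71. The lowest KLF2 value was 8.21, with the others between 9.48 and 9.90. The lowest CCND1 value was 5.14, with the others between 6.34 and 6.70. The highest RASGRP3 value was 8.87, with the others between 7.76 and 8.09. The highest CALML5 value was 6.97, with the others between 3.61 and 4.52. The lowest MMP7 value was 3.59, with the others between 6.47 and 7.80. The lowest array median of the deposited values was 6.43, with the others between 6.68 and 6.80.

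The EMZL array with the highest composite also ranked 1 of 65 for ZBTB32, 2 for EME2 and ERCC5, and 3 for SETBP1 and USP24. The further quantile normalization of the 65 arrays cannot account for it, since the array led the 65 by 0.55 with the deposited values and by 0.876 after median centring. The authors had already normalized the deposited values, and that step was not tested. A high share of B cells could raise all markers, and the array ranked 1 for the pan-B score, 57 for T cells and 63 for macrophages, but its composite lay 5.15 SDs above the line of the composite on the pan-B score of 55 other arrays, which argues against that share as the whole cause. A splenic biopsy under the EMZL label stays open. The spleen score was −0.41 (rank 57), below the TBCL median of −0.11 and the 1.47 of the SMZL array (rank 2). The spleen list includes macrophage genes such as CD5L, so a spleen dense in B cells could also score low, and the score cannot decide. This EMZL array was also the EMZL array nearest to the SMZL array (correlation 0.246), and the nearest of all with the deposited values. A difference between EMZL cases in the markers themselves was not tested and stays open.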

How the results depend on the processing

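The alternative without the 8 arrays of low correlation was added after the data had been seen, and all others were planned. Of 1315 alternative values 0 gave a result that passes its test the other sign, while some differences that pass no test changed sign. Of the main results 175 stayed the same, 1 lost and 3 gained significance, and 47 moved, that is, a count changed by over 1.5 times or a difference that passes no test changed sign. Of named genes and lists these numbers were 953, 100, 12 and 24. The cause of a change was not tested unless the setting itself gives it. The counts of unchanged results include alternatives that could hardly change a value. With the mean of probe sets, all 75 gene values stayed the same. Leaving out an EMZL array cannot change the composite between MCL and NMZL.

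Between MCL and NMZL, genes higher in MCL numbered 675 by the t-test of the methods at its unadjusted threshold (against 1589) and 2437 with the deposited values, where 1204 were lower. Genes higher in NMZL numbered 473 by that t-test and 789 with the filter on dim probe sets, which tests fewer genes (against 1607). Between EMZL and NMZL, 19 genes higher in EMZL became 0 with only the types compared, 0 by the adjusted t-test, 35 without the arrays of low correlation, 51 with the deposited values, 11 with median centring, 12 without the gene filter, 11 with the filter on dim probe sets and 30 with the floor. Genes higher in NMZL, 0 by limma and 1456 at an unadjusted p under 0.05, became 3 by the unadjusted t-test, 6 without the arrays of low correlation and 4 with the deposited values. Between MCL and EMZL, 154 genes higher in MCL became 255 with only the types compared, 251 by the adjusted t-test and 1280 without the arrays of low correlation, and 373 higher in EMZL became 1250 without them.

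Leaving out 1 EMZL array gave 2 to 99 genes higher in EMZL than in NMZL and 0 to 3 lower, and 46 to 131 higher and 121 to 467 lower in MCL than in EMZL. The composite of the SMZL array lay 1.65 to 2.02 SDs above TBCL, the EMZL minus NMZL difference ran from −0.12 to 0.28 and MCL minus EMZL from −0.51 to −0.10. For the SSGES score these were 1.04 to 1.07 SDs, 0.125 to 0.348 and −0.073 to 0.15, with 0.274 to 0.276 for MCL minus NMZL.

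Without the arrays of low correlation the composite in MCL minus NMZL was −0.37 and in MCL minus EMZL −0.40, both then significant, the SSGES score in EMZL minus NMZL was −0.45 (0.23 with all arrays) and in MCL minus EMZL 0.55 (0.044 with all arrays), SSGES genes between EMZL and NMZL numbered 1 (also 1 with the deposited values), those between MCL and EMZL 21, and 180 genes of the SMZL array lay above and 200 below the range. The adjusted Rand index, 0.257, was 0.114 with 2 clusters, 0.15 with 6, 0.127 with complete linkage and 0.138 without the arrays of low correlation. Gene lists called with an estimated correlation fell to 0 between MCL and NMZL, 1 between EMZL and NMZL and 5 between MCL and EMZL, and fry called 6 and 9 in the last 2. The mean of probe sets moved nothing, since the table already holds 1 probe set for nearly all symbols, and the covariate from control probe sets was not run.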

Differences from the paper's values

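In Figure 1D the lowest NMZL composite of the 5 markers is about 6.0, read by eye, the paper's value, and was 6.72 here. It fell within the paper's with the deposited values (5.97), and not with median centring (6.73) or the mean of probe sets (6.72). The lowest MCL composite is about 6.1 in Figure 1D, read by eye, the paper's value, and was 6.49 here, within the paper's with the deposited values (6.12) and not with median centring (6.46) or the mean of probe sets (6.49). The MCL group of the figure also holds arrays of other series. The highest EMZL composite is about 8.0 in Figure 1D, read by eye, the paper's value, and was 9.03 here, 8.82 with the deposited values, 9.00 with median centring and 9.03 with the mean of probe sets. Leaving out each EMZL array in turn gave 9.03 in 5 cases, and 7.71, within the paper's, without the highest array.

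The fold of ZNF763 in SMZL over TBCL is 2.19 in the paper's Supplementary Table 2, and was 1.16 here for the 1 SMZL array, 1.16 with the deposited values and 1.14 with median centring, while the paper's fold covers all its SMZL and TBCL arrays. No alternative brought it within the paper's. The folds of IL7 (2.99 in the paper and 1.56 here) and ZBTB32 (3.18 and 1.90) were also lower here. So were those of SETBP1, ERCC5, USP24 and EME2.

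The paper states that the markers are expressed at a higher level in SMZL than in each malignant type. For the composite the means of all 3 types lay below the SMZL value of 8.01, and 1 EMZL array and 1 MCL array were above it. For single markers, the ZBTB32 means of NMZL (7.06) and EMZL (6.86) were above the SMZL value of 6.82, and the means of the other 4 markers were below the SMZL value in all 3 types. With the deposited values the ZBTB32 mean of NMZL was 6.84, below the SMZL value of 6.87, and that of EMZL 6.93, above it. Without the highest EMZL array the EMZL mean was 6.33, below the SMZL value. Without the arrays of low correlation, a setting chosen after seeing the values, the NMZL mean was 6.74, also below it. The paper lists SLC6A13 as under-expressed with a positive d(i) against TBCL, and its listed TPIS of 1.096 is 1.31 when recomputed from the size of the listed scores, without their sign.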

Other observations

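The counts against other splits of the arrays, the tests of lymphoma type and of organ tissue, and all values without the arrays of low correlation were chosen after the results were seen. MCL differed from NMZL in many single genes, led by SOX11 and CCND1, while the gene lists below passed camera at its preset correlation and not with an estimated one. In MCL 1589 genes were higher and 1607 lower at an adjusted p under 0.05 from limma, or 2437 and 1204 with the deposited values. SOX11 (log2 difference 4.19, standard error 0.49) and CCND1 (3.53, standard error 0.39) led 6 of 10 measured genes of the MCL programme that rose, 0 fell, and the list passed camera (adjusted p = 8.6e-05, and adjusted p = 0.17 with an estimated correlation; 6 higher adjusted over the list alone). KANK1 (2.86), the zinc finger gene ZNF595 (2.60), ALOX5, the lipoxygenase of leukotriene synthesis (2.5), LILRA4 (2.37), SERPINB9P1 (2.37) and TCL1A, a coactivator of AKT (2.28), followed. Of 15 interferon-induced genes 7 rose and 0 fell, among them IFIT3 (1.43), IFI44L (1.42) and OAS3 (1.01) (adjusted p = 0.00055, and adjusted p = 0.76 with an estimated correlation; 9 over the list alone). Of 20 proliferation genes 4 rose and 0 fell, TOP2A (1.10), MCM2 (0.95), BUB1B (0.71) and MCM4 (0.68) (adjusted p = 0.007, and adjusted p = 0.82 with an estimated correlation; 3 over the list alone), and 12 rose without the arrays of low correlation. Of 12 plasma cell genes 6 fell and 0 rose, among them JCHAIN (−2.00), XBP1, which drives the secretory programme (−1.59), and DERL3 (−1.03) (adjusted p = 0.0044, and adjusted p = 0.52 with an estimated correlation; 8 over the list alone). Of 13 T-cell genes 3 fell, CD3D (−0.92), IL7R (−0.91) and ICOS (−0.69), and the kinase LCK rose (0.96) (adjusted p = 0.047, and adjusted p = 0.82 with an estimated correlation; 4 lower and 1 higher over the list alone). Of 12 B-cell receptor signalling genes 4 rose (PRKCB, BLNK, CD79B and BTK) and 0 fell (adjusted p = 0.044, and adjusted p = 0.82 with an estimated correlation), and this call was lost without the arrays of low correlation. Both measured skeletal muscle genes fell, TNNC2 (−1.21) and TNNT3 (−0.50) (adjusted p = 0.047, and adjusted p = 0.52 with an estimated correlation). Other genes lower in MCL were RGS13, a regulator of G protein signalling of germinal centre B cells (−2.49), RASGRP3 (−1.74), ZBED2 (−1.73), CDK6 (−1.71), ZBTB32 (−1.71), CALML5 (−1.67) and SOX5 (−1.63).

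EMZL arrays held more transcripts of connective tissue and epithelium than MCL arrays, and the difference from NMZL rests on few genes. Against NMZL 19 genes were higher and 0 lower, with 959 and 1456 at an unadjusted p under 0.05 from limma, and 0 and 0 when only the arrays of both types were fitted. Leaving out 1 EMZL array gave 2 to 99 higher, the 99 without the array with the highest composite. The WNT antagonists SFRP2 (log2 difference 3.40, standard error 0.69, adjusted p = 0.013) and SFRP4 (2.71), the antiprotease SLPI (2.98), SCGB1A1, the secretoglobin of airway club cells (2.52), SEMA3C (2.52), the matrix proteases MMP7 (2.34) and MMP2 (2.16), and WFDC2 (2.24) were highest, and each call was lost when at least 1 of the EMZL arrays was left out. Of 15 fibroblast genes 1 rose over all genes and 12 over the list alone (adjusted p = 0.11 with an estimated correlation), and of 3 salivary gland genes 0 rose and 2 over the list alone (adjusted p = 0.024 with an estimated correlation). Lung (1 of 6 rose), epithelium (0 of 11), immediate early (0 of 9), NF-kB (0 of 15), endothelium (0 of 11), T-cell (0 of 13), cytotoxic (0 of 8) and neutrophil genes (0 of 7) were also higher as lists, and skeletal muscle lower, by camera, with an estimated correlation leaving none of these (adjusted p = 0.17 to 0.51). Against MCL, EMZL had 373 genes higher and 154 lower, or 1250 and 1280 without the arrays of low correlation, and leaving out 1 EMZL array gave 121 to 467 higher and 46 to 131 lower. In MCL 10 of 15 fibroblast genes (POSTN, −2.89, and LUM, −2.42), 5 of 11 epithelial genes (KRT19, −2.69, and EPCAM, −2.01), 3 of 6 lung genes (SFTPD, −2.00), 2 of 3 salivary gland genes (lactoferrin, LTF, −4.57, and DMBT1, −1.32) and 7 of 9 immediate early genes (FOS, −2.62, and DUSP1, −2.18) were lower and 0 higher, and these 5 lists passed with an estimated correlation too (adjusted p = 0.013, 0.021, 0.031, 0.00078 and 0.021). T cells (IL7R, −1.78), cytotoxic cells (KLRB1, −1.69), plasma cells (XBP1, −1.59), NF-kB targets (IER3, −1.31), neutrophils and endothelium were lower, and the MCL programme, pan-B cells (CD79B, 1.46) and B-cell receptor signalling higher, by camera alone (adjusted p = 0.10 to 0.33 with an estimated correlation). RGS13 (−4.98), SLPI (−3.56), SFRP2 (−3.26), SCGB1A1 (−2.93), ZG16B (−2.92) and WFDC2 (−2.73) were lower in MCL, and SOX11 (4.59), CCND1 (3.58), KLHL14 (3.57), ZNF804A (3.44), TCL1A (2.94), VPREB3 (2.71), DTX1 (2.63) and LINC01102 (2.51) higher. LINC01102 was lost in 3 alternatives and in all 6 leave-one-out fits, and POSTN in 3 of those 6.

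Macrophages, follicular dendritic cells, germinal centre B cells, marginal zone and memory B cells, NOTCH targets, excision and cross-link repair, spleen, gastric mucosa, thyroid, skin, intestine, adipose tissue and erythroid cells were called by camera in none of the 3 comparisons (lowest adjusted p = 0.051). Of the genes the paper names, BCL2 was higher in MCL than in NMZL (1.35, standard error 0.33, adjusted p = 0.0033 from limma). The means were 9.41 ± 0.65 (SD, n = 43) and 8.06 ± 2.11 (SD, n = 15). The medians, 9.53 and 9.05, lay closer together, and the lowest NMZL array read 3.44. KLF2 was lower without passing (−0.57, adjusted p = 0.060), and BCL6 (0.10), MME, which encodes CD10 (−0.43), and NOTCH2 (0.095) did not pass.

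For each comparison 100 splits of the arrays into groups of the same sizes were counted, the real one among them. Between MCL and NMZL chance is excluded for the 3196 genes (1 of 100 as large, the real one, highest other 30) and the 14 SSGES genes (1, highest other 1), and is not excluded for the 7 lists (31, highest other 12). Between MCL and EMZL it is excluded for the 527 genes by a share under 0.05 (4 of 100, highest other 3165), by a narrow margin, and not for the 3 SSGES genes (5, highest other 35) or the 14 lists (8, highest other 17). Between EMZL and NMZL it is not excluded for the 19 genes (12, highest other 4241) or the 11 lists (10, highest other 14), and the 0 SSGES genes decide nothing, since all 100 splits call at least 0 (highest other 35). Splits of EMZL from NMZL and of MCL from EMZL that call several times the real count point to a structure of the samples other than type.

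The 8 arrays of low correlation read bright probe sets low, 7 of them read dim ones high, and 7 had an SD of the deposited values under 1.70, below all other arrays (lowest 1.82). A compressed signal range may account for the 7 but stays open, since 5 of the 8, and not the 6 set before the test, had both 30 tissue genes within random genes of like expression and dim probe sets that read high. Lymphoma type cannot be told apart from chance here, as Fisher's exact p was 0.485 with 8 such arrays. The other, an MCL array, had a pan-B score of −4.79 against 0.25 ± 0.29 (SD) in other MCL arrays, and its CCND1 of 7.38 lay at the 11.9th percentile of MCL and its SOX11 of 3.67 at the 7.14th. Its MS4A1, which encodes CD20, was 5.69 against 12.9 ± 0.37 (SD), and it ranked 1 of 65 for macrophages, neutrophils, endothelium and spleen (3.43 against −0.039 ± 0.38, SD), above the SMZL array. Tissue with few B cells may account for it, but CCND1 missed the limit of the 10th percentile set before the test, so the question stays open.

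The tissue genes higher in EMZL than in NMZL may come from the organs in which EMZL arises. With the pan-B score as a covariate, 96.4% of the median difference of the 19 genes remained. The score was −0.53 ± 0.79 (SD) in EMZL and −0.20 ± 0.69 (SD) in NMZL. The NMZL arrays of low correlation, at −2.10, −0.57 and −0.41, lowered the NMZL mean. With so small a gap the covariate could remove little, so this does not decide whether fewer B cells are the cause. Tissue of the biopsied organ goes with a lung score above all NMZL, MCL and SMZL arrays in 2 of the 6 EMZL arrays, also 2 over the 5 lung genes other than SCGB1A1, which is among the 19. For the salivary score 0 EMZL arrays lay above the highest other array not of low correlation, and the labels name no organ, so this stays a hypothesis. A difference between the lymphomas themselves stays open.

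Of 4 correlations between the composite of the 5 markers and the pan-B score within types, in the arrays that do not have a low correlation, 0 passed, with 0 at an unadjusted p under 0.05. In MCL r was 0.089 (permutation test, p = 0.59, adjusted p = 0.79) and rho 0.012 (p = 0.94), and r was −0.26 without the 2 arrays farthest from the median. In NMZL r was 0.56 (permutation test, p = 0.054, adjusted p = 0.22) and rho 0.41 (p = 0.19), and −0.11 without the 2 farthest, so the NMZL value rests on those arrays.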
